# LINC01133 promotes pancreatic ductal adenocarcinoma epithelial–mesenchymal transition mediated by SPP1 through binding to Arp3

**DOI:** 10.1038/s41419-024-06876-3

**Published:** 2024-07-10

**Authors:** Yefan Yang, Yuxi Gong, Ying Ding, Shuning Sun, Rumeng Bai, Shuaishuai Zhuo, Zhihong Zhang

**Keywords:** Pancreatic cancer, Cancer microenvironment

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is a lethal disease with limited treatment methods. Long non-coding RNAs (lncRNAs) have been found involved in tumorigenic and progression. The present study revealed that LINC01133, a fewly reported lncRNA, was one of 16 hub genes that could predict PDAC patients’ prognosis. LINC01133 was over-expressed in PDAC tumors compared to adjacent pancreas and could promote PDAC proliferation and metastasis in vitro and in vivo, as well as inhibit PDAC apoptosis. LINC01133 expression positively correlated to secreted phosphoprotein 1 (SPP1) expression, leading to an enhanced epithelial-mesenchymal transition (EMT) process. LINC01133 bound with actin-related protein 3 (Arp3), the complex reduced SPP1 mRNA degradation which increased SPP1 mRNA level, ultimately leading to PDAC proliferation. This research revealed a novel mechanism of PDAC development and provided a potential prognosis indicator that may benefit PDAC patients.

## Introduction

Pancreatic cancer is a lethal disease with a five-year survival rate of less than 10% [1]. Pancreatic ductal adenocarcinoma (PDAC) is the leading histological subtype and encompasses over 90% of all Pancreatic cancers [2]. Despite the evolution of chemotherapies and targeted therapies, improvement in overall survival remains unsatisfactory. Post-operation relapse and metastasis were common in surgically treated patients and eventually led to fatality.

Recently, many studies have validated the reliability of survival prognosis models, which incorporated gene expression or mutation status. Combined with traditional prediction markers such as tumor stage and differentiation, these models have the potential for customizing targeted therapy [3, 4]. However, many of these models were constructed using bioinformatic techniques and the underlying mechanisms through which numerous key factors activate or suppress tumorigenesis remain largely uncharted.

Long non-coding RNAs (lncRNAs) represent a subset of RNA that exceeds 200 nucleotides in length, and only some lncRNAs with small open reading frames could encode functional polypeptides or proteins [5, 6]. LncRNAs can influence both transcriptional and post-transcriptional regulation networks, and dysregulated lncRNAs are involved in many human pathological processes including cancer [7]. Many lncRNAs have been found dysregulated in association with the progression of PDAC through a wide array of biological processes. For instance, lncRNA MACC1-AS1 elevation has been linked with NOTCH1 signaling pathway activation, resulting in unfavorable outcomes in PDAC [8]. LncRNA PACERR polarized tissue-associated macrophages in PDAC by modulating the KLF12/p-AKT/c-myc pathway [9]. Furthermore, lncRNAs HIF1A-AS1 and PVT1 have been implicated in fostering gemcitabine resistance of PDAC [10, 11].

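LINC01133 is a long intergenic non-coding RNA gene on the plus strand of chromosome 1, from 159961218 to 159984750 in GENCODE release 29 of GRCh38. The annotation lists 3 transcripts, with 3, 4 and 3 exons, spliced lengths of 1113, 1266 and 1996 bases and 0 coding exons. The nearest protein-coding genes are SLAMF9, which lies 6964 bases before it, KCNJ10, which lies 13901 bases after it, and IGSF9, which lies 15614 bases before it. Of the 27 protein-coding genes within 500 kb on either side, 14 were tested in RNA from BXPC-3 pancreatic cancer cells. Between 3 samples transfected with an siRNA against LINC01133 (si-LINC01133) and 3 with a control siRNA (si-NC), 2 of the 14 were higher and 3 were lower in si-LINC01133 at an adjusted p under 0.05 from edgeR. Of all genes tested, 15.1% were higher and 17.8% were lower, so the neighbours do not stand out by these counts. SLAMF9, a receptor of the SLAM family, rose from 2.47 ± 0.347 to 4.54 ± 0.460 counts scaled to a common total (CPM, normalized by TMM; SD, n = 3 each), a log2 fold change of 0.88 (standard error 0.179, adjusted p = 0.00511 from edgeR). PEA15, a phosphoprotein that binds ERK kinases, had a log2 fold change of 0.42. DCAF8, PEX19 and TAGLN2, the last named after its value was seen to complete the count, had log2 fold changes of -0.28, -0.22 and -0.21. Without si-LINC01133 replicate 2 or replicate 3 the edgeR calls of PEA15 (adjusted p = 0.0640 and 0.0585, 0.000881 to 0.0640 over all alternatives), DCAF8 (adjusted p = 0.0919 and 0.0925, 0.00556 to 0.0925) and PEX19 (adjusted p = 0.136 and 0.109, 0.0230 to 0.136) ended. The call of PEX19 also ended without si-NC replicate 1 (0.0808) or 3 (0.0645), with DESeq2 (0.0545), with upper-quartile scaling (0.0534) and with the authors' deposited p-values (0.0537). Of a list of 16 genes around LINC01133, 12 were tested, 2 were higher and 3 were lower, with the same counts when adjusted over the list alone, and the list as a set was not past its test (adjusted p = 0.883 from camera).

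**Figure D1:**
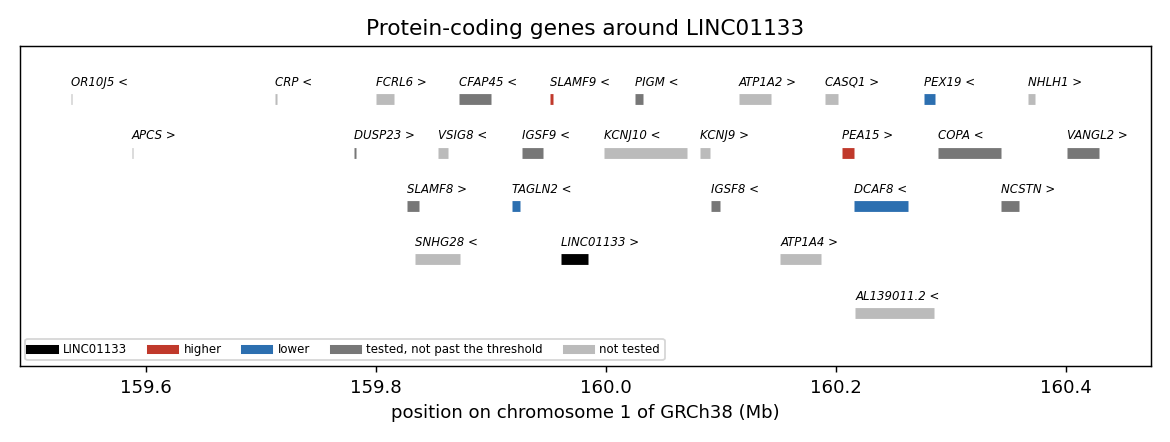
Protein-coding genes of GENCODE release 29 around LINC01133 by position on chromosome 1 of GRCh38 in Mb, each as a bar from its start to its end with its strand. Red and blue bars are genes higher and lower in si-LINC01133 than in si-NC, and SLAMF9, in red, lies nearest to LINC01133.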

Positioned on the genetic map at 1q23.2, LINC01133 emerges as a noteworthy lncRNA in recent studies. It has diverse expressions and is dysregulated in various cancers. Elevated LINC01133 level was observed in lung cancer, hepatocellular carcinoma and gynecological cancers, and correlated with augmented proliferation potential [12].

The epithelial-mesenchymal transition (EMT) is a cellular process in which epithelial cells relinquish the need for neighboring cell contact, adopting mesenchymal attributes. The process is associated with tumor initiation, proliferation, and resistance to therapy [13]. LncRNAs were found capable of regulating EMT and therefore have potential as biomarkers or therapeutic targets [14]. LINC01133 was found to participate in EMT, but its mechanisms are varied, leaving room for further illumination [15–18].

In the present study, we constructed a novel PDAC gene expression model to predict prognosis. This model directed our attention towards a hub gene, LINC01133, prompting a comprehensive exploration into its role in PDAC. Later, we discovered its unique interaction with secreted phosphoprotein 1 (SPP1) which led to an enhanced EMT process in PDAC. Our study further demonstrated that LINC01133, which is bound with Arp3 and the complex regulated the downstream SPP1, could be elevated through activation of c-Jun in the Wnt/β-catenin pathway.

## Methods

### Online data collection

PDAC RNA sequencing data, clinical and survival information of TCGA dataset were downloaded from by Xena database (https://xenabrowser.net/datapages/). Additionally, two PDAC microarray datasets, GSE32676 and GSE61166, were selected and downloaded from the GEO database (http://www.ncbi.nlm.nih.gov/geo/).

### Construction of a PDAC prognosis prediction model

Differential expression analysis was carried out using the ‘limma’ package in R 4.2.2 across the 3 aforementioned datasets. Genes with 0 expression in over 50% of samples were filtered out. Samples with a follow-up duration of less than 30 days were excluded. Differentially expressed genes (DEGs) consolidated from 3 datasets were submitted to univariable Cox regression analysis and lncRNA with a *P* value of less than 0.1 and met proportional hazard assumption were chosen for stepwise multivariable Cox regression using the ‘survival’ package in R to construct a prognostic model. The performance of the model was evaluated by the receiver operating characteristic curve and area under the curve using the R package “survivalROC”. The risk score was calculated for each patient using the model, and high-risk and low-risk patients were grouped according to the median risk score.

### Tissue sample and clinical data collection

Forty pairs of PDAC tumors and adjacent normal pancreas tissue were obtained from patients underwent radical pancreatectomy without pre-operation treatment. The study was approved by the Ethics Committee of the First Affiliated Hospital of Nanjing Medical University (2017-SRFA-049). Written consent was obtained from all patients and all procedure was conducted according to the Declaration of Helsinki.

### RNA extraction and qRT-PCR

Total RNA was extracted using TRIzol reagent (TaKaRa, Shiga, Japan). Reverse transcription was performed using PrimeScript^TM^ RT reagent Kit with gDNA Eraser (TaKaRa). The TB Green^TM^ Premix Ex Taq^TM^ (TaKaRa) was used to conduct qRT-PCR. U6 small nuclear RNA was adopted as the internal control. Primers were designed and synthesized by Invitrogen (Shanghai, China). Primer sequences were listed in Supplementary Table S1.

### Western blot analysis

Total proteins were extracted from cells using lysis buffer (RIPA, Millipore, Billerica, MA, USA) and separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE). Antibodies include Arp3, SPP1, vimentin, E-Cadherin, and N-Cadherin were purchased from Proteintech (Wuhan, China). β-actin (Beyotime, Shanghai, China) was used as an endogenous reference.

### Statistical analysis and large language model usage

R 4.1.2 was used to perform statistical analysis. Continuous variables between groups were compared using a two-sided Mann–Whitney *U* test or Student’s *t*-test depending on normal distribution status. Categorical variables between groups were compared using χ2 or Fisher’s exact test as appropriate. Kaplan–Meier method and log-rank test were used to determine the significance of survival analysis and median overall survival. *P* < 0.05 was considered statistically significant. During the preparation of this work, the authors used ChatGPT in order to improve language and readability. The authors reviewed and edited the content and took full responsibility for the content of the publication.

Details for cell culturing, transfection, functional experiments, animal model construction, RNA-sequencing, immunofluorescence and fluorescence in situ hybridization, RNA pull-down and immunoprecipitation (RIP) assay, see Supplementary Methods.

## Results

### Constructing a PDAC prognosis model with gene expression signature and model assessment

Differential expression analysis was performed on the TCGA, GSE32676, and GSE61166 datasets using the ‘limma’ package. 625, 297, and 2 183 DEGs between PDAC samples and adjacent normal samples were identified, respectively, with a threshold of |log2 Fold Change | > 2 and *P* value < 0.05 (Fig. 1A). Sixty-four upregulated and 25 downregulated DEGs were selected after integrating the 3 datasets using the robust rank aggregation method (Fig. 1B) [19]. Eventually, 16 genes were selected out of 89 integrated DEGs by Cox regression, and a prognosis stratification model was constructed (Fig. 1C). Nine genes showed a *P* value less than 0.05 and were independent prognostic factors ().

**Fig. 1:**
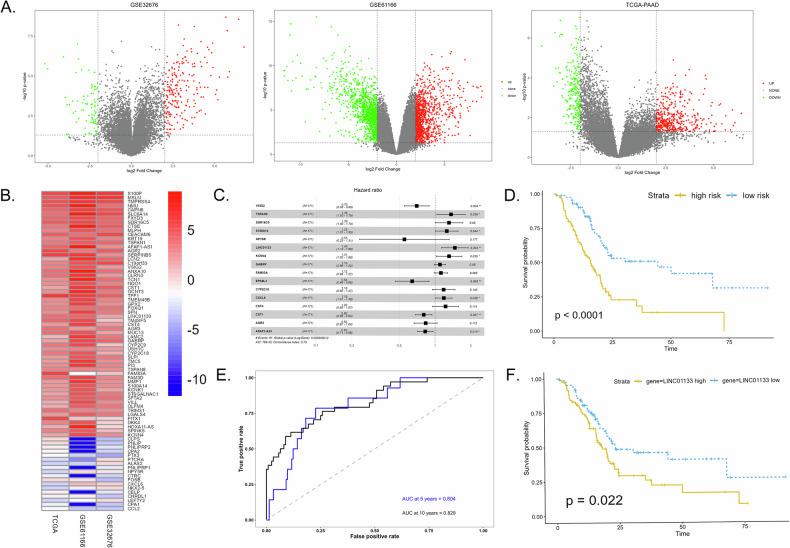
Constructing a PDAC prognosis model based on gene expression signature. **A** Volcano plot of differentially expressed genes (DEGs) in datasets GSE32676, GSE61166, and TCGA database. **B** Integrated DEGs from the 3 datasets using the robust rank aggregation method. **C** Identification of 16 genes included in the prognostic model through stepwise multivariable Cox regression. **D** The Kaplan-Meier curve illustrated the overall survival in high and low-risk groups. **E** The receiver operating characteristic (ROC) curve of the risk model. **F** The Kaplan-Meier curve of the TCGA cohort stratified according to LINC01133 expression levels.

The TCGA cohort was divided into high/low-risk groups based on the risk score generated from the prognosis model. Kaplan–Meier analysis revealed a significantly shortened survival time in the high-risk group compared to the low-risk group (Fig. 1D). The AUC of ROC at 5-year and 10-year were 0.804 and 0.829, respectively, proving the model’s robustness in prognosis prediction (Fig. 1E).

Comparing the clinicopathological features between different risk groups found patient’s age, gender, evaluated lymph nodes and positive lymph nodes did not differ between groups (Supplementary Table S2). The high-risk group contained more higher-grade tumors (*P* = 0.03).

### LINC01133 was upregulated in PDAC tumor tissue and cells

Among the 16 genes included in the final model, we chose LINC01133 for further experiments, as its expression level was steadily upregulated in PDAC in three datasets. LINC01133 over-expression was an independent risk factor for PDAC and a shorter overall survival time was observed in patients with higher LINC01133 expression levels (*P* = 0.02, Fig. 1F). LINC01133 expression was validated in 42 pairs of PDAC patient samples, and LINC01133 level was higher in PDAC tissues compared to matched adjacent normal tissue (Fig. 2A). LINC01133 was highly expressed in BXPC-3 and ASPC-1, and a relatively low LINC01133 expression was observed in PANC-1, CFPAC-1, and MIACAPA-2 by qRT-PCR analysis (Fig. 2B).

**Fig. 2:**
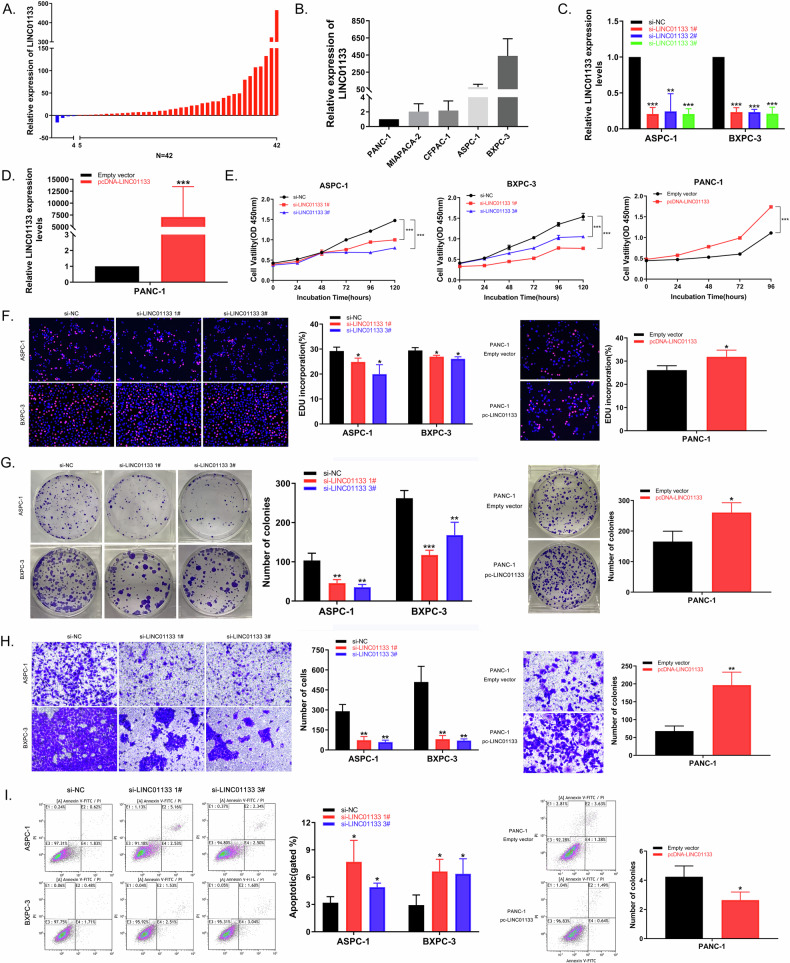
LINC01133 promoted PDAC cell proliferation, migration, and resistance to apoptosis in vitro. **A** LINC01133 expression level in PDAC tissues compared to matched adjacent normal tissue. **B** LINC01133 expression in PANC-1, MIACAPA-2, CFPAC-1, ASPC-1 and BXPC-3 cell lines. **C**-**D** Si-LINC01133 1# and 3# transfection could effectively knockdown LINC01133 expression in BXPC-3 and ASPC-1 cell lines, while pcDNA-LINC01133 transfection could over-express LINC01133 in PANC-1. **E**-**G** CCK-8, EdU, and colony formation analysis performed on BXPC-3, ASPC-1, and PANC-1 cells, transfected with si-LINC01133 and pcDNA-LINC01133 respectively, to determine cell proliferation ability. **H** Transwell analysis on BXPC-3, ASPC-1, and PANC-1 cells to determine cell migration ability after transfected with si-LINC01133 and pcDNA-LINC01133, respectively. **I** Flow cytometry analysis was used to determine the apoptosis rate of ASPC-1 and PANC-1 cells after transfected with si-LINC01133 and pcDNA-LINC01133, respectively.

### LINC01133 promoted PDAC proliferation, migration, and resistance to apoptosis in vitro

Three small interfering RNAs designed to silence LINC01133 (si-LINC01133 1#, si-LINC01133 2#, and si-LINC01133 3#) were transfected in BXPC-3 and ASPC-1 cells and transfection efficiency was verified by qRT-PCR analysis. Si-LINC01133 1# and si-LINC01133 3# displayed a more effective knockdown effect and were used for subsequent functional experiments (Fig. 2C). PANC-1 cells were transfected with LINC01133 over-expression vector (pcDNA-LINC01133), and the transfection efficiency was also confirmed by qRT-PCR analysis (Fig. 2D).

We then explored the function of LINC01133 in vitro. CCK-8 and EdU analysis revealed a decrease in PDAC cell proliferation after LINC01133 knockdown and an increase after over-expression of LINC01133 (Fig. 2E, F). Colony formation analysis showed a decrease in PDAC cell colonies after knocking down LINC01133, meanwhile, colonies increased in LINC01133 over expressed PDAC cells (Fig. 2G). An increased penetration through the basement membrane was observed in LINC01133 overexpression cells during transwell analysis, while downregulated LINC01133 significantly suppressed PDAC cell migration (Fig. 2H).

Flow cytometry analysis found LINC01133 knockdown could induce cell cycle arrest at the S phase in BXPC-3 cell line, but not in ASPC-1 and PDAC cell line (Supplementary Fig. S1). An increase in early and late apoptosis in LINC01133 knockdown cells suggested that LINC01133 may lead to PDAC cells resisting apoptosis (Fig. 2I).

### LINC01133 promoted PDAC tumor growth and metastasis in vivo

Since LINC01133 could promote PDAC proliferation in cell lines, we thought to investigate the functional role of LINC01133 in vivo. Nude mice xenograft models were constructed using a BXPC-3 cell line. Tumor volume was measured every 2 days (Fig. 3A). Before the tumor reached 1.5 centimeters in maximum diameter, the mice were euthanized, and tumors were harvested. The si-LINC01133 1# group showed decreased tumor size and weight compared to the si-NC group (Fig. 3B, C). The qRT-PCR analysis confirmed LINC01133 expression was lower in the si-LINC01133 1# group (Fig. 3D). Immunohistochemistry staining showed a relatively lower expression of proliferation index Ki-67 in the si-LINC01133 group than in the si-NC group (Fig. 3E).

**Fig. 3:**
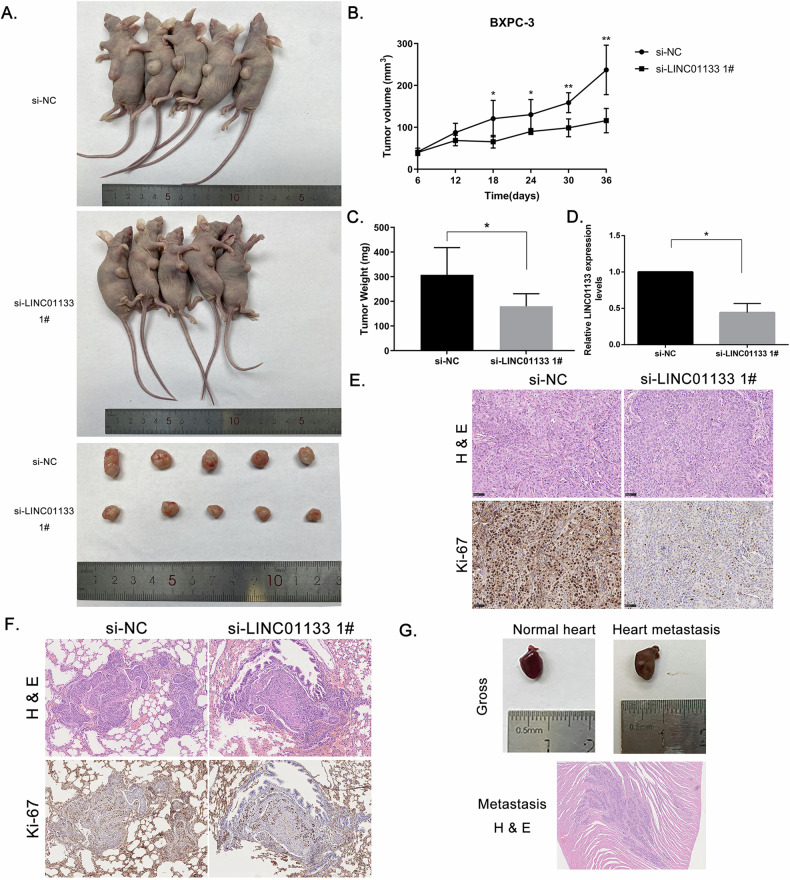
LINC01133 promoted PDAC tumor growth and metastasis in vivo. **A** Gross image of nude mice injected with BXPC-3 cells transfected with NC and si-LINC01133 1# and resected tumors. **B** Tumor volume of NC and si-LINC01133 1# group measured every 6 days. **C** Mean tumor weight and SD. **D** Relative expression of LINC01133 in xenograft tumors between 2 groups. **E** H&E staining and IHC staining of ki-67 of the xenograft tumors. Magnification, ×400. **F** Lung metastasis tumor nodule stained with H&E and IHC using ki-67 antibody. **G** Metastasis nodule in the heart of 1 mouse in NC group, grossly and microscopically. NC: negative control. IHC, immunohistochemistry. Points, mean; bars, SD. *P < 0.05, **P < 0.01.

Tail vein metastasis models found metastatic tumor nodules in the lung in both groups (Fig. 3F), while the number of metastatic nodules and calculated size were higher in the NC group than in the si-LINC01133 group (42 vs 2, 1.34 mm^2^ vs 0.64 mm^2^, respectively). We also detected a metastatic lesion in the heart of a mouse in the NC group which died 12 h before the scheduled ending (Fig. 3G), while the si-LINC01133 group had no metastasis lesion in organs other than the lung. These results indicated that LINC01133 could promote tumor growth and metastasis in vivo.

### LINC01133 mediating genes were enriched in the EMT pathway and participated in the PDAC EMT process

To determine the downstream mechanism of LINC01133 in PDAC development, transcriptome sequencing was performed on BXPC-3 cells transfected with si-LINC01133 1# and si-NC. 

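BXPC-3 is a human pancreatic ductal adenocarcinoma cell line. RNA was sequenced from 3 samples transfected with si-LINC01133 1#, a small interfering RNA that directs the degradation of LINC01133, and from 3 samples transfected with si-NC, 48 h after transfection. The supplementary methods name the sequenced cells BXPC-1, while the results, the legend of Fig. 4 and the sample labels name BXPC-3. Nothing in the sources used here says that the 3 samples of a group were separate transfections, so the p-values measure only the spread between these samples. Of the pairs within groups, si-LINC01133 replicates 2 and 3 were by far the closest. Their squared difference averaged 2.14 times the sampling variance of the counts, against 10.3 to 18.9 for the other pairs. The authors deposited a table of estimated read counts for 15724 genes, all typed as mRNA. The submitters' processing notes name Bowtie, Bowtie2 and GRCh38. The counting program and the use of strand are not given in the sources used here. The counts summed to 18452262, 19120108 and 19086923 in the si-NC samples and to 19384684, 19674596 and 19704738 in the si-LINC01133 samples. LINC01133 itself was not analysed here, so its knockdown in these samples was not checked from the counts. The supplementary methods state that part of the lysate went to qRT-PCR to check the knockdown and the rest to sequencing. The sources used here give no qRT-PCR value per sequenced sample. Because only 1 siRNA against LINC01133 was sequenced, its effects apart from the loss of LINC01133 cannot be told apart from effects of the loss. This holds for every gene and list below, and "after knockdown" names the transfected group. Of the genes in the table, 505 are at 0 in at least 1 si-NC sample, while no gene is at 0 in a si-LINC01133 sample. Genes at 0 in any si-LINC01133 sample would thus lie outside the comparison, which may take out falls and not rises. The counts were rounded, genes with low counts were removed (filterByExpr), and the remaining 13846 genes were normalized by TMM and compared with edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment over all genes tested. Gene lists fixed in advance were compared with all other genes by camera with a preset correlation of 0.01 between genes, adjusted over 37 lists. The first principal component of the log2 CPM held 67.0% of the variance. The si-NC samples lay at -33.6, -24.7 and -25.9 on it, si-LINC01133 replicates 2 and 3 at 34.5 and 35.9, and si-LINC01133 replicate 1 between the groups at 13.8.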

108 genes were differentially expressed between the control and LINC01133 knockdown group, and enrichment analysis showed that these genes were mostly enriched in extracellular space, extracellular region, cornified envelope, and endoplasmic reticulum lumen pathways (Fig. 4A, B). 

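After LINC01133 knockdown in BXPC-3 cells, more genes of the cornified envelope and of cytokines were higher than lower, and more collagens, laminins, matrix proteases and endoplasmic reticulum chaperones were lower than higher. TGM1, the transglutaminase that cross-links the cornified envelope, rose from 59.5 ± 3.85 to 161 ± 23.5 CPM (SD, n = 3 each), a log2 fold change of 1.44 (standard error 0.103, adjusted p = 9.5e-05 from edgeR). CALR, the calcium-binding chaperone calreticulin, fell from 1056 ± 50.7 to 613 ± 24.6 CPM, a log2 fold change of -0.78 (standard error 0.0713).
Of 35 tested cornified envelope and epidermal differentiation genes, 17 were higher, 9 were lower and 9 did not pass the test (18 and 10 when adjusted over the list alone). SPRR1B, a cornified envelope precursor, had a log2 fold change of 1.24, and the elastase inhibitor PI3 of 1.65. SPRR2E, which may share reads with the other SPRR2 genes, had a log2 fold change of 3.47 (standard error 0.333). Among the lower genes was FLG, which encodes the precursor of filaggrin, with -1.36. As a set the list was higher (adjusted p = 0.00167 from camera, adjusted p = 0.296 with an estimated correlation), a call that ended with limma-voom (adjusted p = 0.0842 from camera, 2.42e-06 to 0.327 over all alternatives) and fgsea (0.327).
Of 46 tested chaperones and collagen-modifying enzymes of the endoplasmic reticulum lumen, 2 were higher, 20 were lower and 24 did not pass the test (4 and 23 when adjusted over the list alone, 3 and 20 without si-LINC01133 replicate 1). The prolyl isomerase FKBP9 had a log2 fold change of -0.76 and the calcium-binding protein CALU of -0.56. As a set the list was lower (adjusted p = 0.00238 from camera, adjusted p = 0.565 with an estimated correlation, adjusted p = 0.440 from fgsea, 2.17e-05 to 0.565 over all alternatives).
Among genes of secreted proteins, 22 of 40 tested cytokines and chemokines were higher and 4 were lower (25 and 4 when adjusted over the list alone). Of those that rose, 3, CSF2, CCL3 and CCL3L1, were picked by the paper from these samples. By qRT-PCR the paper reports no significant difference for these 3 in 1 or both of ASPC-1 and BXPC-3. IL36G, an epithelial cytokine of the IL-1 family, had a log2 fold change of 3.02 (standard error 0.290). CSF3, the granulocyte colony-stimulating factor, had a log2 fold change of 2.31, and CXCL11, a chemokine for T cells, of 1.84. As a set the cytokines and chemokines were higher (adjusted p = 4.31e-10 from camera, adjusted p = 0.204 with an estimated correlation). Of 28 tested collagens and laminins, 3 were higher and 13 were lower (3 and 16 when adjusted over the list alone), with log2 fold changes of -1.81 for COL18A1 and -1.10 for COL12A1, and the list was lower as a set (adjusted p = 0.00119 from camera, adjusted p = 0.204 with an estimated correlation, adjusted p = 0.397 from fgsea, 9.02e-05 to 0.397 over all alternatives). Of 27 tested matrix proteases and inhibitors, 3 were higher and 12 were lower, with the same counts when adjusted over the list alone. PLAT, the tissue plasminogen activator, fell from 371 ± 50.7 to 117 ± 24.5 CPM and MMP9 had a log2 fold change of -1.64, while PLAUR, the urokinase receptor, rose from 85.4 ± 8.07 to 375 ± 121 CPM (SD, n = 3 each). As a set the matrix proteases were lower (adjusted p = 0.00767 from camera, adjusted p = 0.204 with an estimated correlation, adjusted p = 0.682 from fgsea), a call that ended without si-LINC01133 replicate 1 (adjusted p = 0.0634 from camera, 0.00103 to 0.682 over all alternatives).
Of the genes tested, 2092 were higher and 2460 were lower in si-LINC01133 at an adjusted p under 0.05 from edgeR, or 15.1% and 17.8%, and 280 and 381 of these changed at least 2-fold. The balance depended on the scaling, since 46.0% of the called genes were higher with TMM and 52.0% with upper-quartile scaling. The absence of genes at 0 in a si-LINC01133 sample may also shift the balance. Genes with a log2 fold change over 2 in size and an unadjusted p under 0.05 numbered 84, with 61 higher and 23 lower. Without si-LINC01133 replicate 2 or 3, 2478 and 2523 genes were called in place of 4552, and without replicate 1 the genes at least 2-fold lower numbered 577. Of the genes at least 2-fold changed without replicate 1, 341 higher and 567 lower genes were also tested with all samples. In linear CPM, the higher genes in replicate 1 stood at a median of 54.3% of their change in replicates 2 and 3, and the lower genes at 70.3%. Among the higher genes, the 17 cytokines and chemokines stood at 33.3% and the 12 cornified envelope genes at 47.2%. At an equal share of the log2 fold change, rises, and large rises most, get a smaller linear share than falls. These shares therefore do not show that falls were more complete than rises.

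**Figure D2:**
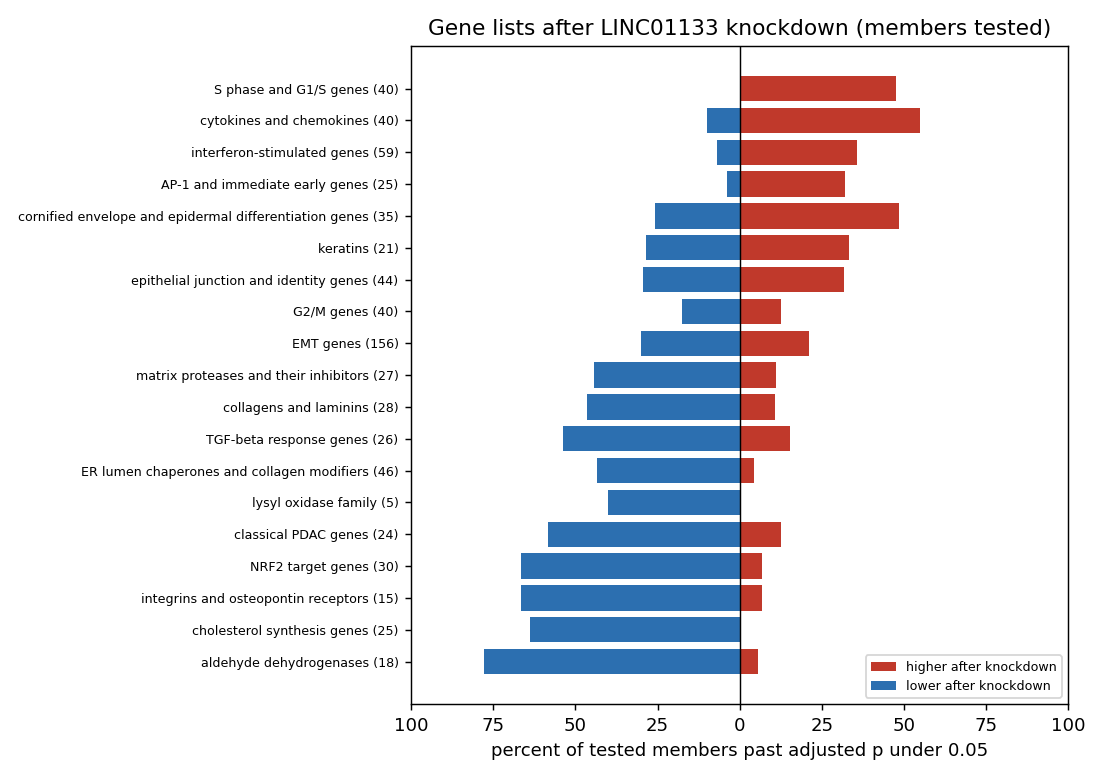
Percent of the tested members of each gene list that were higher (red, to the right) and lower (blue, to the left) in si-LINC01133 than in si-NC at an adjusted p under 0.05 from edgeR, with the number of tested members in parentheses. Cytokines and chemokines reach 55% higher and aldehyde dehydrogenases 77.8% lower.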

The gene set enrichment analysis hallmark showed that the DEGs were enriched in the epithelial-mesenchymal transition pathway (Fig. 4C). 

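Members of a list of EMT genes moved both ways after LINC01133 knockdown. Among those that fell were LOXL2, a lysyl oxidase that cross-links collagen, with a log2 fold change of -2.06 (standard error 0.137, adjusted p = 9.5e-05 from edgeR), the integrin subunit ITGB3 with -1.62 (standard error 0.170) and the transglutaminase TGM2, from 1817 ± 203 to 918 ± 93.3 CPM (SD, n = 3 each). Among those that rose were FSTL3, an activin-binding protein, with a log2 fold change of 1.18 (standard error 0.104), and TNFAIP3, an inhibitor of NF-kB, with 1.19 (standard error 0.166). The list was modelled on the hallmark set and is not the hallmark set itself. Of its 156 tested members, 33 were higher, 47 were lower and 76 did not pass the test (34 and 51 when adjusted over the list alone), and SPP1 and LOXL2 among those that fell were picked by the paper from these samples.
As a whole the list had a median log2 fold change of -0.05 and was not past the set test (direction down, adjusted p = 0.401 from camera, adjusted p = 0.760 with an estimated correlation). Gene set enrichment on a signal-to-noise ranking, the kind of ranking shown in Fig. 4C, gave a normalized enrichment score of -1.07 (adjusted p = 0.504 from fgsea), where a negative score means lower in si-LINC01133. Here the ranking was made on log2 CPM with a lower bound on each SD that grows with the level, which shrinks the scores of highly expressed genes. The paper's text does not give the values behind its own ranking, so the 2 may differ. Without si-LINC01133 replicate 1 the direction of the set test turned to up (adjusted p = 0.928 from camera, 0.0615 to 0.928 over all alternatives). Still, 37 of 159 tested members were higher and 47 were lower without it, with a median log2 fold change of -0.04. In si-LINC01133 replicate 1 the 14 EMT genes at least 2-fold higher in the other si-LINC01133 samples stood at a median of 41.3% of that change in linear CPM, and the 17 at least 2-fold lower at 80.3%. At an equal share of the log2 fold change, rises get a smaller linear share than falls.
Of 44 tested epithelial junction and identity genes, 14 were higher and 13 were lower (14 and 15 when adjusted over the list alone, adjusted p = 0.883 from camera), and the list's median log2 fold change was -0.08 while its mean, 0.04, and the set test pointed up. E-cadherin (CDH1) rose from 354 ± 26.3 to 506 ± 75.4 CPM (SD, n = 3 each), a log2 fold change of 0.51 (standard error 0.109, adjusted p = 0.00641 from edgeR). The tight junction protein occludin (OCLN) had a log2 fold change of 1.29 and KRT19, a keratin of ductal epithelium, of -0.65. Of 11 tested EMT transcription factors, 3 were higher and 4 were lower (4 and 4 when adjusted over the list alone, adjusted p = 0.847 from camera, and 5 and 4 of 12 tested without si-LINC01133 replicate 1), with log2 fold changes of 2.13 for SNAI1, a repressor of CDH1, and -0.56 for FOXC1. N-cadherin (CDH2), at 3.08 ± 0.552 CPM in si-NC (SD, n = 3), had a log2 fold change of -0.45 (standard error 0.199, adjusted p = 0.108 from edgeR), and passed the test without si-NC replicate 1 (adjusted p = 0.0493 from edgeR, 0.0493 to 0.255 over all alternatives). Vimentin (VIM) had a log2 fold change of 0.07 (standard error 0.147, adjusted p = 0.744 from edgeR), which became 0.25 without si-LINC01133 replicate 1 (adjusted p = 0.0376 from edgeR, 0.0376 to 0.947 over all alternatives), -0.03 without replicate 2 and -0.02 without replicate 3. Of 26 tested TGF-beta response genes, 4 were higher and 14 were lower, with the same counts when adjusted over the list alone (adjusted p = 0.000874 from camera, adjusted p = 0.204 with an estimated correlation, adjusted p = 0.682 from fgsea, 3.11e-05 to 0.682 over all alternatives), among them LTBP2 with a log2 fold change of -0.94 and TGFBI with -0.57. From its enrichment results and earlier reports on LINC01133 in EMT, the paper proposes that LINC01133 could promote the EMT process in PDAC. It then measured proteins by western blot and reports more E-cadherin and less N-cadherin and vimentin after knockdown, and the reverse after over-expression. The values given here are RNA and do not measure those proteins.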

Previous studies have demonstrated that LINC01133 participated in the EMT process in colorectal cancer and PDAC tumor-derived exosomal [17, 18]. Combined with our bioinformatic analysis results, we suspected LINC01133 could promote the EMT process in PDAC.

**Fig. 4:**
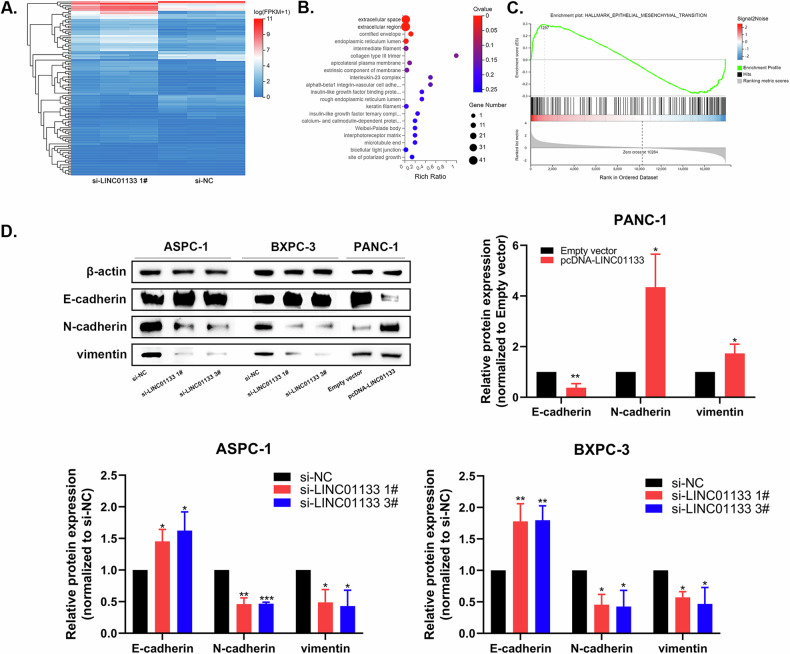
LINC01133 mediating genes were enriched in the EMT pathway and participated in the PDAC EMT process. **A** mean-centered, hierarchical clustering of RNA expression heatmap of BXPC-3 cells transfected with NC and si-LINC01133 with 3 repeats. **B** Bubble plot of enriched pathways in the cellular process using Gene Ontology analysis. **C** GSEA-hallmark enrichment plot of the EMT pathway. **D** Western blot assay and relative protein level of EMT markers E-cadherin, N-cadherin, and vimentin in LINC01133 knockdown and over-expressed groups, with control. GSEA, gene set enrichment analysis. *P < 0.05, **P < 0.01.

To verify our hypothesis, western blot analysis was performed which showed an increase in the epithelial cell marker E-cadherin and a decrease in the mesenchymal cell markers N-cadherin and vimentin after LINC01133 knockdown. Subsequently, a decrease in E-cadherin and an increase in N-cadherin and vimentin was observed after over-expressing LINC01133, confirming that LINC01133 could enhance tumor EMT in PDAC (Fig. 4D).

### LINC01133 promoted tumor migration and EMT by targeting SPP1

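SPP1, LOXL4, ALDH3A1, SLURP2, HPGD and LOXL2 fell and CSF2, CCL3, CCL3L1 and ZBTB32 rose after LINC01133 knockdown in the sequenced BXPC-3 samples. LOXL4, a lysyl oxidase-like enzyme of collagen cross-linking, fell from 33.2 ± 3.70 to 4.62 ± 2.46 CPM (SD, n = 3 each), a log2 fold change of -2.84 (standard error 0.293, adjusted p = 0.000667 from edgeR). ALDH3A1, an aldehyde dehydrogenase, fell from 1534 ± 228 to 226 ± 105 CPM (log2 fold change -2.76, standard error 0.321). HPGD, the enzyme that degrades prostaglandin E2, had a log2 fold change of -2.25 (standard error 0.365), and SLURP2, which overlaps a read-through gene with LYNX1 and may share its reads, of -2.60 (standard error 0.405). Among the 2460 genes that fell, SPP1 ranked 1 by log2 fold change, and LOXL4, ALDH3A1, SLURP2, HPGD and LOXL2 ranked 3, 5, 8, 16 and 22. The deposited values hold no gene at 0 in a si-LINC01133 sample, so genes at 0 in any of these samples lie outside these ranks. The macrophage chemokine CCL3 rose from 1.36 ± 0.654 to 76.4 ± 39.7 CPM (SD, n = 3 each), a log2 fold change of 5.80 (standard error 0.702, adjusted p = 0.00304 from edgeR). CCL3L1, with 5.68 (standard error 0.687), is a near-identical copy of CCL3 and may share its reads, so the values of the pair are uncertain. ZBTB32, a zinc finger repressor, had a log2 fold change of 3.73 (standard error 0.266) and CSF2, which encodes GM-CSF, of 3.23 (standard error 0.503). CCL3, CCL3L1, ZBTB32 and CSF2 ranked 2, 3, 11 and 17 among the genes that rose.
Other large rises, among genes with a mean of at least 50 counts in the higher group, were those of the secreted proteoglycan ESM1, with a log2 fold change of 4.71, the growth factor IGF2 with 3.55 and the decoy receptor IL1R2 with 3.37. Other large falls were those of the diamine oxidase AOC1, with -2.39, and the tight junction protein CLDN8, with -2.12. In each of the 10 genes si-LINC01133 replicate 1 was the si-LINC01133 sample nearest to the si-NC samples, and without it the log2 fold change of HPGD was -2.87.

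**Figure D3:**
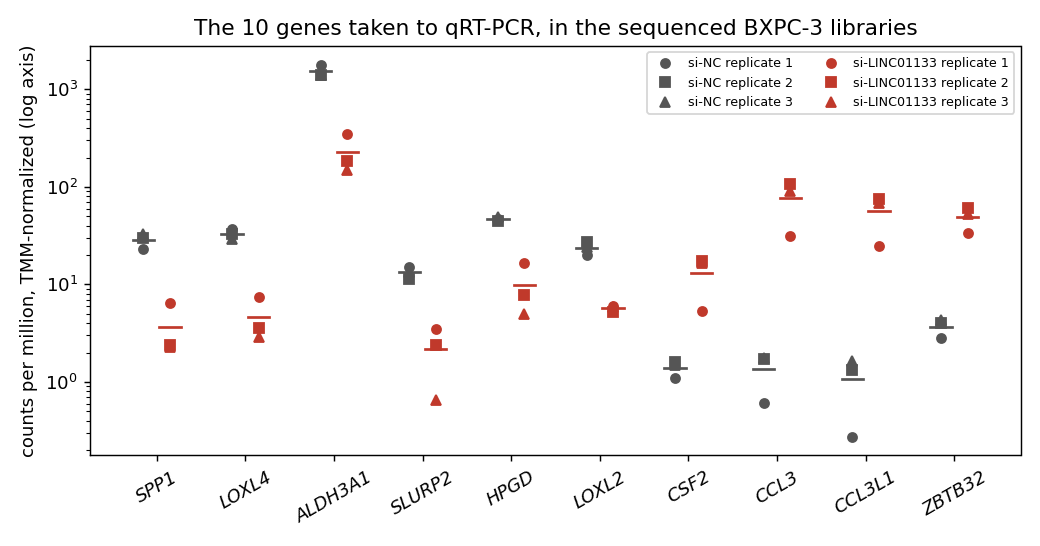
TMM-normalized CPM, on a log axis, of the 10 genes in each sequenced BXPC-3 sample, in grey for si-NC and red for si-LINC01133, with shapes for replicates 1 to 3 and lines for the means of 3 samples. In each gene the red circle, replicate 1, is the red point nearest to the grey points.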

To validate the sequencing results, 10 genes with the highest log2 Fold Change score were submitted for qRT-PCR analysis in ASPC-1 and BXPC-3 cells transfected with s-LINC01133 1# and si-NC. SPP1, LOXL4, and ALDH3A1 expression significantly decreased in LINC01133 knockdown of both cell lines (Fig. 5A). SLURP2, HPGD, LOXL2, CSF2, CCL3, ZBTB32, and CCL3L1 expression was not significantly differed after LINC01133 knockdown in one or two cell lines. We found that SPP1 downregulation was most prominent after LINC01133 knockdown in both BXPC-3 and ASPC-1 cells, and submitted SPP1 for further analysis.

**Fig. 5:**
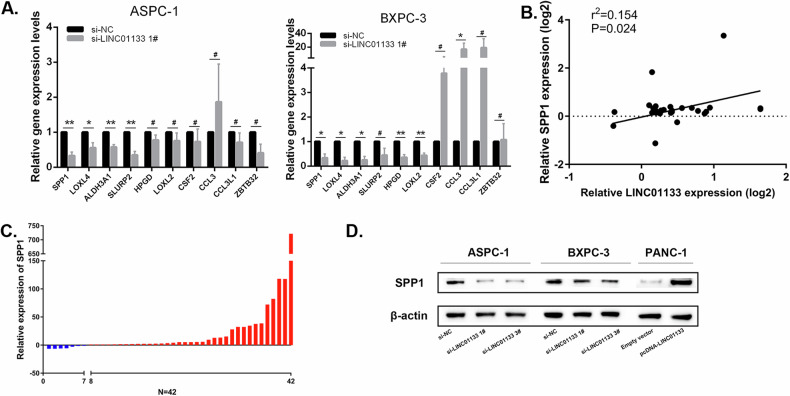
SPP1 was the downstream factor of LINC01133 and could promote tumor migration and EMT. **A** Relative expression of 10 differentially expressed genes selected by RNA sequencing in PDAC cell lines after LINC01133 knockdown. **B** Relative expression of SPP1 in PDAC tumor and adjacent tissue. **C** Relationship of SPP1 and LINC01133 expression in PDAC tumor by qRT-PCR. **D** SPP1 protein level measured by western blot after LINC01133 knockdown. Points, mean; bars, SD. *P < 0.05, **P < 0.01.

To determine whether LINC01133 can regulate SPP1 expression, quantitative measurement and function analysis were performed. The qRT-PCR confirmed that SPP1 expression was positively correlated with LINC01133 expression (Pearson correlation coefficient *r*^2^ = 0.154, *P* = 0.024, Fig. 5B). SPP1 was also significantly over-expressed in PDAC tissues compared to adjacent normal tissue (Fig. 5C). Protein level of SPP1 was decreased after LINC01133 knockdown (Fig. 5D). Taken together, we determined that SPP1 could be regulated by LINC01133 and was its downstream protein.

To investigate the role of SPP1 in PDAC tumorigenesis, si-SPP1 was designed to knockdown SPP1 expression, which displayed an effective knockdown effect and was used for subsequent functional experiments (Fig. 6A). CCK-8 and colony formation analysis showed cell lines proliferation with down-regulated SPP1 was decreased (Fig. 6B, C). Cell migration was also inhibited after SPP1 knockdown as shown in transwell analysis (Fig. 6D). These results showed that SPP1 had a tumor-promoting ability as LINC01133. We co-transfected pcDNA-LINC01133 and si-SPP1 into ASPC-1 and BXPC-3 cells to see if SPP1 knockdown could reverse the tumor-promoting effect after LINC01133 over-expression. Down-regulation of SPP1 can partially reverse the pro-proliferation effect of over-expressing LINC01133 compared to cells transfected with negative control and pcDNA-LINC01133 (Fig. 6E–G). These results indicated that SPP1 functions as the downstream target of LINC01133 in PDAC.

**Fig. 6:**
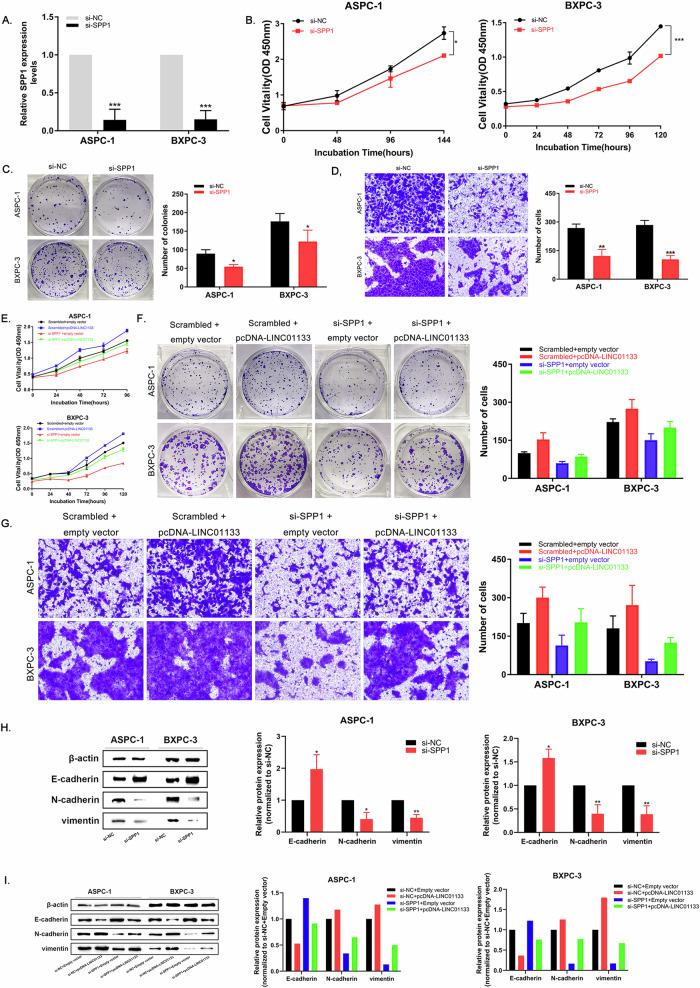
LINC01133 promoted tumor migration and EMT by targeting SPP1. **A** Si-SPP1 transfection could effectively knock down SPP1 expression in BXPC-3 and ASPC-1 cell lines. **B-C** Cell proliferation ability after SPP1 knockdown measured by CCK-8 and colony formation analysis. **D** Cell migration ability after SPP1 knockdown measured by transwell analysis. **E-F** Cell proliferation was measured by CCK-8 and colony formation analysis after co-transfected with si-SPP1 and pcDNA-LINC01133, with controls. **G** Cell migration was measured by transwell assay after co-transfected with si-SPP1 and pcDNA-LINC01133, with controls. **H** SPP1 protein level of BXPC-3 and ASPC-1 after transfected with si-SPP1 and negative control. **I** Western blot assay and relative protein level of EMT markers E-cadherin, N-cadherin, and vimentin in LINC01133 over-expressed and si-SPP1 groups, with controls.

Previous studies indicated that SPP1 was an important factor in tumor microenvironment formation [20]. So we investigated if SPP1 participated in the EMT process. Western blot analysis showed the expression of E-cadherin was increased, while N-cadherin and vimentin expression were decreased in the si-SPP1 group, suggesting SPP1 knockdown could suppress the EMT process in PDAC cells. (Fig. 6H). As we demonstrated before, LINC01133 over-expression promoted the EMT process in PDAC. We hypothesized that LINC01133-induced SPP1 over-expression may increase PDAC proliferation by promoting the EMT process. Knocking down SPP1 could partially reverse the pro-EMT effect after over-expressing LINC01133 (Fig. 6I), indicating that LINC01133 executed its EMT-promoting function via targeting SPP1.

### Arp3 bound with LINC01133 and promoted SPP1 expression

LINC01133 was predicted located mainly in the cytoplasm using lncATLAS (Fig. 7A). Subcellular localization confirmed that LINC01133 was mainly located in the cytoplasm of PDAC cells (Fig. 7B). To determine the molecular mechanism of LINC01133 in PDAC, pull-down assay was conducted to explore the interacting protein of LINC01133. The Arp3 protein level was higher in the biotin-labeled LINC01133 sense pull-down product than in the anti-sense product, showing that Arp3 could directly bind with LINC01133 (Fig. 7C). We further verified the result using RIP assay, in which the LINC01133 was significantly enriched in Arp3 antibody treatment unit than in IgG control unit (Fig. 7D). IF-FISH showed that LINC01133 and Arp3 were colocalized in the cytoplasm of tumor cells in PDAC tissue microarray (Fig. 7E).

**Fig. 7:**
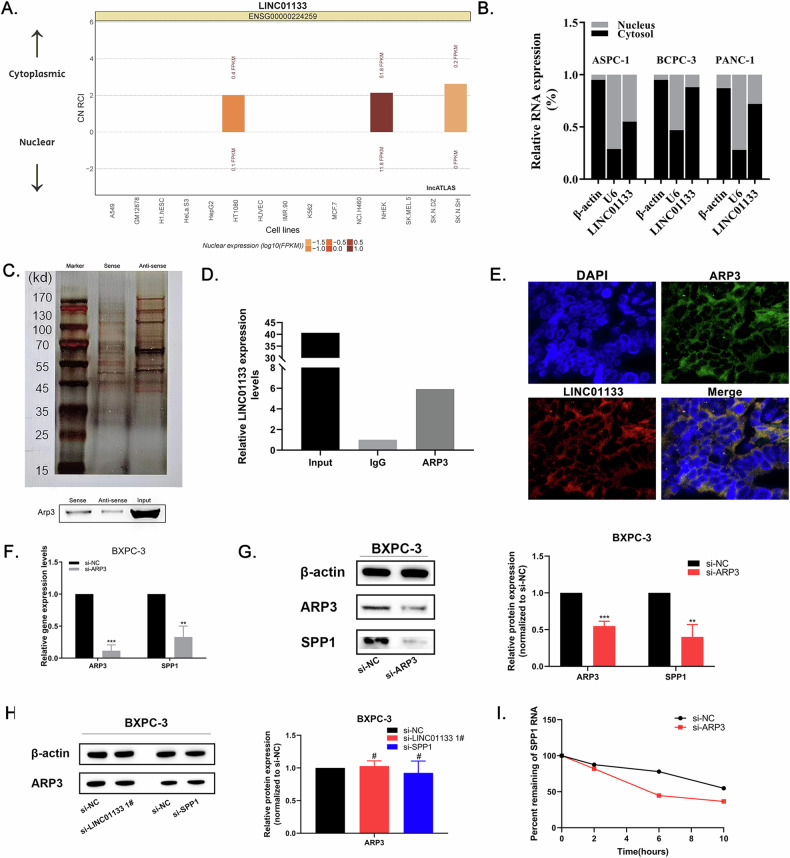
Arp3 bound with LINC01133 and promoted SPP1 expression. **A** LINC01133 was predicted located mainly in the cytoplasm by the online bioinformatic analysis website LncATLAS. **B** Subcellular fractionation location showed LINC01133 mainly located in the cytoplasm of 3 PDAC cell lines. **C** Western blot analysis after LINC01133 pull-down showed a higher Arp3 protein level in the sense LINC01133 pull-down product. **D** The qRT-PCR result of LINC01133 level after RIP analysis using anti-Arp3 antibody. **E** ARP3 and LINC01133 expression in PDAC tumor tissue by immunofluorescence and FISH. **F** Relative expression of ARP3 and SPP1 in PDAC cell line BXPC-3 after ARP3 knockdown. **G** ARP3 and SPP1 protein levels were measured by western blot after ARP3 knockdown. **H** ARP3 protein level measured by western blot after LINC01133 and SPP1 knockdowns. **I** The RNA degradation of SPP1 in ARP3 knockdown and control groups. RIP, RNA immunoprecipitation. FISH, fluorescence in situ hybridization.

Both Arp3 and SPP1 were involved in extracellular matrix regulation [21, 22], but no research was done on their interaction mechanism. BXPC-3 cells were treated with si-ARP3, si-SPP1 or negative control, and knockdown of ARP3 led to lower expression of SPP1 on both RNA and protein levels in BXPC-3 cells, while SPP1 or LINC01133 knockdown did not affect ARP3 mRNA or protein expression as shown in qRT-PCR and western blot (Fig. 7F–H). This indicated that Arp3 was the upstream regulator of SPP1.

### LINC01133 enhanced ARP3 function which increased SPP1 mRNA stability and enhanced the PDAC EMT process

To investigate how Arp3 affects SPP1 expression, actinomycin D was administrated after ARP3 knockdown. After new RNA synthesis was blocked with actinomycin D, the loss of SPP1 was quantified by qRT-PCR assay. RNA degradation of SPP1 was significantly increased after ARP3 knockdown (Fig. 7I), suggesting that LINC01133 and ARP3 co-regulated the expression of SPP1 in PDAC by stabilizing SPP1 RNA. Since LINC01133 was mainly located in the cytoplasm of PDAC cells, we hypothesized that the LINC01133 may enhance the function of Arp3 after binding, leading to increased SPP1 RNA stability and eventually SPP1 overexpression.

### C-Jun activates LINC01133 transcription after β-catenin pathway activation

Online websites hTFtargetk [23], PROMO, and JASPAR [24] used to perform promoter analysis predicted that the LINC01133 promoter could bind to the transcription factor Jun proto-oncogene (c-Jun) (Fig. 8A). C-Jun siRNA was transfected into the BXPC-3 cells and qRT-PCR analysis revealed that LINC01133 expression correlated with c-Jun and was significantly decreased after c-JUN knockdown (Fig. 8B). Dual-luciferase reporter assay showed that relative luciferase activity after c-Jun knockdown was decreased compared to control (Fig. 8C). These findings suggested that c-JUN upregulated LINC01133 expression by binding to its promotor region and activating LINC0113 transcription.

**Fig. 8:**
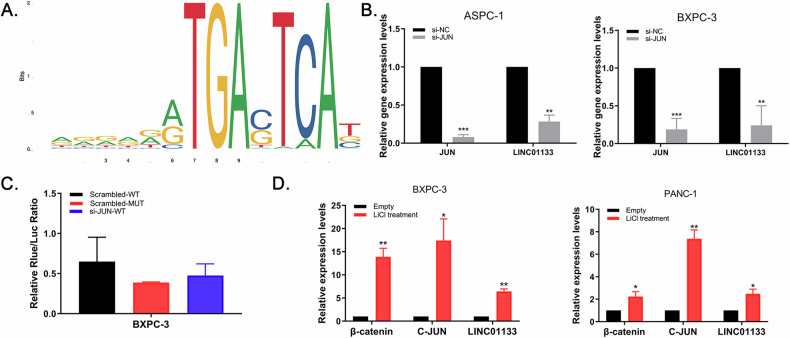
C-Jun bound to the promoter region of LINC01133 and activates its transcription. **A** Online websites predicted that transcription factor C-Jun could bind to the promoter of LINC01133. **B** LINC01133 RNA level after c-Jun knockdown showed a marked correlation between the two factors. **C** Luciferase activity in BXPC-3 cells after co-transfected si-JUN with LINC01133 promoter-mutated or promoter-wild-type vectors. **D** RNA expression of β-catenin, c-JUN, and LINC01133 after WNT/β-catenin pathway activation by LiCl treatment in BXPC-3 and PANC-1.

Because c-Jun was a reported downstream molecule of β-catenin [25], we thought to investigate if the WNT/β-catenin pathway could affect LINC01133 in PDAC. After being treated with 20 mM/well WNT signaling agonist lithium chloride (LiCl), RNA expression of CTNNB1 (β-catenin), c-JUN, and LINC01133 in BXPC-3 and PANC-1 were all increased compared to controls (Fig. 8D), suggesting WNT/β-catenin pathway activation could promote LINC01133 expression.

## Discussion

In the present study, we constructed a novel PDAC genetic risk model and explored the function of one of the key factors, LINC01133, and its role in promoting the EMT process in PDAC. LINC01133 was upregulated and could promote tumor cell proliferation in PDAC. Pathway enrichment analysis, qRT-PCR, and subsequent western blot tests revealed LINC01133 expression positively correlated to SPP1, their over-expression led to enhanced EMT process in PDAC. Pull-down and RIP assays found that LINC01133 bound with Arp3, the complex reduced SPP1 mRNA degradation which increased SPP1 mRNA level, ultimately leading to PDAC proliferation.

Previously, LINC01133 has emerged as an important cancer-related gene and a growing number of studies have gradually uncovered its role in cancer. LINC01133 may execute its biological function in a tissue-specific manner as it has diverse expressions and effects on tumor progression in different cancers. Its role in the EMT process is also varied. In gastric cancer and colorectal cancer, LINC01133 acts as a tumor suppressor and is downregulated in tumor cells, inhibiting the EMT process [15, 17, 26]. LINC01133 is up-regulated in PDAC and is associated with PDAC tumor growth, proliferation, migration, metastasis, and invasion [27, 28]. Consistent with previous studies, our study found LINC01133 was upregulated in PDAC tissue and cellular level, and LINC01133 over-expression could promote PDAC proliferation and migration in vivo and in vitro.

The downstream tumor-promoting mechanism of LINC01133 was also explored by previous researchers. LINC01133 could sponge with microRNAs and promote PDAC development [29, 30]. Our RNA sequencing result suggested SPP1 expression correlated with LINC01133. 

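SPP1 encodes osteopontin, and its gene lies on the plus strand of chromosome 4 of GRCh38 from 87975650 to 87983426. In BXPC-3 cells its rounded count was 421, 547 and 617 in the 3 si-NC samples and 129, 48 and 46 in si-LINC01133 replicates 1, 2 and 3. Normalized by TMM this was 28.7 ± 5.07 and 3.69 ± 2.34 CPM (SD, n = 3 each), a log2 fold change of -2.96 (standard error 0.353, adjusted p = 0.00122 from edgeR), which became -3.61 without si-LINC01133 replicate 1. Of 15 tested integrins and osteopontin receptors, 1 was higher and 10 were lower, with the same counts when adjusted over the list alone (adjusted p = 2.32e-05 from camera, adjusted p = 0.204 with an estimated correlation, adjusted p = 0.397 from fgsea, 4.23e-06 to 0.397 over all alternatives). ITGA3 fell from 1603 ± 65.9 to 898 ± 75.7 and ITGB1 from 1222 ± 41.0 to 810.0 ± 29.4 CPM (SD, n = 3 each), and ITGA1 from 26.7 ± 2.04 to 13.4 ± 2.05. LINC01133 was not analysed here and the samples form 2 separate groups, so no correlation between SPP1 and LINC01133 was computed across them.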

SPP1 is a protein-coding gene that produces a multi-functional matricellular phosphoglycoprotein, also known as osteopontin. SPP1, or osteopontin, was found able to guide EMT through multiple cellular signaling pathways and by restructuring the tumor microenvironment to modify EMT processes [31]. SPP1 promotes fibrosis and is critically involved in the fibroblast to myofibroblast transformation, which participates in tumor proliferation, angiogenesis, and metastasis [32, 33]. It also generates cancer-associated fibroblasts from normal fibroblasts and mesenchymal stem cells, leading to increased TGF-β and IL-6 secretion and inducing EMT [32]. We were the first study to link SPP1 and EMT process with LINC01133 over-expression, demonstrating a novel SPP1 regulation network that may be beneficial in future anti-cancer therapy. Interestingly, another study on the function of exosomal LINC01133 found that LINC01133 could be regulated by periostin, which was another extracellular matrix protein secreted by pancreatic stellate cells, leading to PDAC EMT [18]. Taken together, these suggested that LINC01133 could interact with various extracellular components and play a key role in the EMT process in PDAC.

Previous studies have indicated that LINC01133 is located in both nuclear and cytoplasm and can execute its function in both locations [18, 29]. We found LINC01133 mainly located in the cytoplasm of PDAC cells. RIP analysis showed that LINC01133 could bind with Arp3 in PDAC. The RNA stability test also confirmed our hypothesis that Arp3 inhibited SPP1 degradation. Arp3, also known as actin-related protein 3, was a subunit of the Arp2/3 complex, the activation of which was reported associated with an early PDAC carcinogenesis process known as acinar-to-ductal metaplasia [34]. A subunit of the Arp2/3 complex could regulate cell migration and invasion in PDAC, and a decrease in cell migration ability could be observed after silencing the Arp2/3 complex [35, 36]. Various studies have elaborated on the direct role Arp2/3 played in the formation of branched actin network. Here, we demonstrated a novel Arp3 regulatory pathway in PDAC that could potentially be used as a therapeutic target.

Bioinformatic analysis inferred that c-Jun can bind to the promoter region of LINC01133 and promote LINC01133 transcription. Our experiments confirmed that c-Jun expression correlated with LINC01133. C-Jun is a transcription factor that is closely associated with tumorigenesis and tumor metastasis, and a downstream modulator of the WNT/β-catenin signaling pathway [37]. Previous studies have demonstrated a positive correlation between LINC01133 and c-Jun, further corroborating our result [38].

In summary, we developed a novel prognostic model of PDAC based on gene signature and investigated the oncogenic functions of a key gene, LINC01133. We found that LINC01133 could bind with Arp3 forming a complex that could increase SPP1 RNA stability, leading to enhanced EMT process in PDAC. The process could be regulated by WNT/β-catenin pathway activation through c-JUN over-expression. Together, we demonstrated a novel pathway that could induce EMT in PDAC and hopefully could improve the understanding of the interaction between lncRNA and cancer for potential diagnostic and therapeutic purposes.

### Supplementary information

Supplementary Materials and Methods

Supplemental legends

Supplementary figure S1

Supplementary table 1 and 2

Original western blot data

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. The RNA sequencing datasets generated in this study are deposited in the GEO database (GSE267702).

# Supplementary material for: LINC01133 promotes pancreatic ductal adenocarcinoma epithelial–mesenchymal transition mediated by SPP1 through binding to Arp3
**Source:** Cell Death Dis. 2024 Jul 10;15(7):492. doi: 10.1038/s41419-024-06876-3
**Supplement:** Supplementary file 1 — Supplementary Materials and Methods

**Supplementary Materials and Methods**

**Cell culture**

Human PDAC cell lines BXPC-3, ASPC-1, PANC-1, CFPAC-1, and Mia CaPa-2 as well as normal human pancreatic epithelial HPNE were purchased from Zhong Qiao Xin Zhou Biotechnology Co., Ltd (Shanghai, China) and cultured in RPMI 1640 medium (Gibco Life Technologies, Grand Island, NY, USA) or DMEM (Gibco Life Technologies) according to supplier’s instructions. All cell lines have been authenticated. The medium was added with 10% fetal bovine serum (AusGeneX, Brisbane, Australia) and 1% penicillin and streptomycin (Invitrogen Co., Ltd, Carlsbad, CA, USA). Cells were incubated under a 5% CO2 humidified atmosphere at 37°C.

**Cell transfection**

Three LINC01133 small interfering RNAs (si-RNAs, si-LINC01133 1#/2#/3#), one SPP1 siRNA, one ARP3 siRNA, one C-JUN siRNA and scrambled negative control siRNA (si-NC) designed and purchased from Invitrogen were transfected to PDAC cells together with Lipofectamine 3 000 (Invitrogen Co., Ltd) according to the manufacturer’s instructions. The Full-length complementary cDNA of LINC01133 was synthesized and cloned into the expression vector pcDNA3.1 (Genebay, Nanjing, China), and transfected into PDAC cells by RFect Plasmid DNA Transfection Reagent (Proteinbio, Nanjing, China) following the manufacturer’s protocol to create LINC01133 over-expression cells (pcDNA-LINC01133). The transfected cells were collected 48 hours after transfection for further analysis.

**CCK-8 test**

Cell Counting Kit-8 (CCK-8; Bimake, Houston, TX, USA) was used to measure cell proliferation. Transfected PDAC cells were seeded onto 96-well plates with a density of 6 000 cells/well. 20 μl CCK-8 reagent was added to each well and then cultured for 2 h to measure cell viability every 24 h. All tests were replicated 3 times.

**Colony formation test**

Transfected cells were seeded in 6-well plates and cultured for 14 days for colony formation assay. Methanol and 0.1% crystal violet were used to fix and stain the cells in each well. Visible colonies were counted.

**Transwell analysis**

Transfected PDAC cells were added into the Transwell chamber (8 µm pore diameter; Corning Incorporated, Corning, NY, USA) with a density of 15 000 cells/chamber to test cell migration. Cells that passed through the membrane after 48 h were counted under the microscope after being fixed by methanol and stained with crystal violet.

**Ethynyldeoxyuridine (EdU) analysis**

Cells were seeded into 24-well plates and transfected. EdU cell proliferation kit (Ribobio, Guangzhou, China) was used to measure cell proliferation according to the manufacturer’s protocol. 50 μM EdU labeling medium was added into wells 48h after transfect and incubated for 2 hours. The mixture was fixed with 4% paraformaldehyde for 30 min and then treated with 0.5% Triton X-100 for 20 min at room temperature. Cells were then stained with DAPI staining solution. Five fields of view under the fluorescent microscope were captured to calculate the percentage of EdU-positive cells.

**Flow cytometry analysis**

BXPC-3, ASPC-1 and PANC-1 cells transfected with si-LINC01133 or si-NC were harvested 48h after transfection for flow cytometry analysis. For apoptosis analysis, cells were stained with FITC Annexin V and propidium iodide (PI) using the FITC Annexin V Apoptosis Detection Kit (BD Biosciences, San Jose, CA, USA) following the manufacturer’s protocol. The cells were classiﬁed into viable, dead, early apoptotic, and apoptotic cells, and then the ratio of early apoptotic cells was compared with the control. For cell cycle analysis, the Cell Cycle Assay Kit (including RNase A) (FMS-CCC01, FcMACS, Nanjing, China) was used following the manufacturer’s protocol. The percentage of cells in the G0/G1, S, and G2/M phases was calculated. The cells were analyzed by ﬂow cytometry (FACScan; BDBiosciences).

**Subcellular fractionation location**

The separation of nuclear and cytosolic fractions was performed using the Cytoplasmic & Nuclear RNA Purification Kit (Norgen Biotek, Thorold, Canada) according to the manufacturer’s instructions. The qRT-PCR test was performed for further quantitive evaluation.

**Tumor formation and tail vein metastasis nude mice model construction**

The animal study was approved by the Animal Ethical and Welfare Committee of Nanjing Medical University (IACUC-1601248). 4-week-old female BALB/c nude mice purchased from Charles River (Beijing, China) were kept under specific pathogen-free conditions in the animal center of Nanjing Medical University.

BXPC cells were transfected with si-NC or si-LINC01133 1# RNA as mentioned above, and cells were harvested and suspended at a concentration of 1 × 10^8^ cells/ml and kept on ice before injection. 5 mice were injected with 100 μl suspended cells with different treatments on either side of the armpit. Every 6 days, tumor size was measured and mice were euthanized by inhalation of high concentrations of carbon dioxide before the tumor reached 1.5 cm in the largest diameter and the subcutaneous tumors harvested were measured and weighed.

10 mice were randomly divided into 2 groups and their tail veins were injected with a total of 100 μl suspended BXPC cells transfected with si-NC or si-LINC01133 1# RNA at a concentration of 1 × 10^6^ cells/ml. 28 days after injection, the nude mice were euthanized and their organs were removed to observe metastasis PDAC tumor nodules. Organs were resected every 2 mm and the entire lung and liver were submitted for pathological evaluation. H & E staining and immunohistochemical staining of Ki-67(Maxim Biotechnology Development Co. LTD, Fuzhou, China) was performed on harvested samples and the Ki-67 index was interpreted by two pathologists using a double-blinded method, and a third pathologist was invited for review if their results have an over 10% difference.

**Transcriptome high-throughput sequencing**

BXPC-1 cells were planted in a six-well plate and lysed with 1 ml TRIzol per well 48 h after transfection with si-LINC01133 1#. 200ul of lysate was used and submitted for qRT-PCR analysis to confirm interference efﬁciency and the other 800ul lysate was sent for high-throughput sequencing by BGI (Wuhan, China). Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Gene Set Enrichment Analysis (GSEA) were used to conduct enrichment analysis to analyze the genes under LINC01133 regulation.

**Immunofluorescence and fluorescence *in situ* hybridization (IF - FISH)**

Tissue microarray was prepared using formalin-fixed paraffin-embedded (FFPE) tumor tissue blocks from the 40 patients mentioned above, with a diameter of 1.5 mm for each sample. Slides that underwent antigen retrieval were permeabilized with 0.5% Triton X-100 for 5 min and dehydrated before the RNA probe of LINC01133 (Ribobio, Guangzhou, China) was added to separate slides and hybridized overnight at 37˚C. Slides were then rinsed and were blocked for 30 min before being incubated with primary antibodies (1: 200) of SPP1 and Arp3 (Proteintech) overnight at 4°C and then with the corresponding second antibody for 1 h at room temperature. Nuclei were stained with DAPI. Cellular fluorescence was observed via an Olympus BX53 microscope.

**Dual-luciferase reporter assay**

The potential binding site of c-Jun on LINC01133 promoter region was analyzed and promoter-mutated and promoter-wild-type vectors were constructed and transfected into BXPC-3 cells plated in 96-well plates. The relative activity of luciferase was tested according to the protocol of Dualucif® Firefly & Renilla Assay Kit (UElandy, Suzhou, China).

**RNA pull-down**

Full-length sense and antisense LINC01133 sequences were obtained using Thermo Scientific Pierce RNA 3’Desthiobiotinylation Kit (Thermo Fisher Scientific, Waltham, MA, USA). RNA pull-down assays were performed using Pierce^TM^ Magnetic RNA-Protein Pull-down Kit (Thermo Fisher Scientific) according to the manufacturer’s protocols. The product was subjected to western blot assay for protein analysis.

**RNA** **immunoprecipitation (RIP) assay**

RIP was performed using the EZ-Magna RIP^TM^ RNA-Binding Protein Immunoprecipitation Kit (Millipore) following the manufacturer’s protocol. BXPC-3 cells were scraped off and extracted in a complete RIP lysis buffer. A total of 100 μl of whole cell extract was incubated with RIP buffer containing magnetic bead-antibody complex against Arp3 or control IgG (Millipore) overnight at 4 °C with rotating. The beads were then washed with washing buffer, the complexes were incubated with 0.1% SDS/0.5 mg/ml Proteinase K (30 min at 55 °C) to remove proteins. The immunoprecipitated RNA was puriﬁed and analyzed by qRT-PCR.

**RNA stability test**

Cells were planted into 6-well plates and subjected to transfection. Actinomycin D (MedChemExpress, Monmouth Junction, NJ, USA) was added into medium 2 days after transfection to block RNA transcription in a concentration of 1 μg/mL for 0, 2, 6, and 10 h, and then RNA was extracted for RT-qPCR detection.

# Supplementary material for: LINC01133 promotes pancreatic ductal adenocarcinoma epithelial–mesenchymal transition mediated by SPP1 through binding to Arp3
**Source:** Cell Death Dis. 2024 Jul 10;15(7):492. doi: 10.1038/s41419-024-06876-3
**Supplement:** Supplementary file 2 — Supplemental legends

**Supplemental figure and table legends**

**Supplemental figure S1** Cell cycle by flow cytometry analysis after LINC01133 knockdown in ASPC-1 and BXPC-3 cell lines, and LINC01133 over-expression in PANC-1 cell line.

**Supplementary Table S1** Primers’ sequences.

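Table S1 lists the primer pairs used for LINC01133, SPP1, ARP3 and c-Jun RNA. Each primer was searched for exact matches in the transcripts of GENCODE release 29. The SPP1 pair, CGCAGACCTGACATCCAGTA and TGCTCATTGCTCTCATCATTG, matched 6 of the 11 annotated SPP1 transcripts and no transcript of another gene, with an amplicon of 248 bases that spans an exon junction between 87981781 and 87982721 on chromosome 4. The ARP3 pair, CCTGTGGCTGAAGGGTATGT and TCCTACTTCTCGGTCTCTCAGC, matched 5 of 8 transcripts of ACTR3, the gene of Arp3, with an amplicon of 108 bases across an exon junction between 113934381 and 113940060 on chromosome 2. The c-Jun pair, GAGCGGACCTTATGGCTACA and CCGTTGCTGGACTGGATTAT, matched the annotated transcript of JUN, with an amplicon of 192 bases within exon 1, from 58782814 to 58783005 on chromosome 1. The LINC01133 forward primer, AGGATGGATTCTCCCATTCC, lies in the last exon of 2 of the 3 annotated LINC01133 transcripts, from 159978888 to 159978907 on chromosome 1. The LINC01133 reverse primer, ATGAAACAATGCCAACAGCA, had 0 exact matches in the annotated transcripts on either strand, and the genome sequence was not used here.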

**Supplementary Table S2** Clinicopathological features between high and low risk groups.

# Supplementary material for: LINC01133 promotes pancreatic ductal adenocarcinoma epithelial–mesenchymal transition mediated by SPP1 through binding to Arp3
**Source:** Cell Death Dis. 2024 Jul 10;15(7):492. doi: 10.1038/s41419-024-06876-3
**Supplement:** Supplementary file 4 — Supplementary table 1 and 2

Table S1 Primers’ sequences

| Gene | Sequence |
| --- | --- |
| LINC01133, | (forward) 5’- AGGATGGATTCTCCCATTCC -3’ |
|  | (reverse) 5’- ATGAAACAATGCCAACAGCA -3 |
| SPP1 | (forward) 5’- CGCAGACCTGACATCCAGTA -3’ |
|  | (reverse) 5’- TGCTCATTGCTCTCATCATTG -3’ |
| ARP3 | (forward) 5’- CCTGTGGCTGAAGGGTATGT -3’ |
|  | (reverse) 5’- TCCTACTTCTCGGTCTCTCAGC -3’ |
| c-Jun | (forward) 5’- GAGCGGACCTTATGGCTACA -3’ |
|  | (reverse) 5’- CCGTTGCTGGACTGGATTAT -3’ |

Table S2 Clinicopathological features between high and low risk groups

|  | level | High-risk | Low-risk | P value |
| --- | --- | --- | --- | --- |
| n |  | 86 | 85 |  |
| age (%) | <65 | 40 (46.51) | 50 (58.82) | 0.1446 |
|  | ≥65 | 46 (53.49) | 35 (41.18) |  |
| sex (%) | male | 50 (58.14) | 43 (50.59) | 0.4022 |
|  | female | 36 (41.86) | 42 (49.41) |  |
| stage (%) | I-II | 82 (95.35) | 79 (96.34) | 1 |
|  | III-IV | 4 (4.65) | 3 (3.66) |  |
| ELN (%) | <12 | 32 (38.10) | 24 (28.92) | 0.2746 |
|  | ≥12 | 52 (61.90) | 59 (71.08) |  |
| grade (%) | G1 | 8 (9.41) | 20 (23.81) | 0.0261 |
|  | G2 | 49 (57.65) | 43 (51.19) |  |
|  | G3 | 28 (32.94) | 19 (22.62) |  |
|  | G4 | 0 (0.00) | 2 (2.38) |  |
| PLN (%) | 0 | 20 (23.81) | 26 (31.33) | 0.4252 |
|  | 1-3 | 39 (46.43) | 31 (37.35) |  |
|  | ≥4 | 25 (29.76) | 26 (31.33) |  |

How the deposited data were processed for this re-analysis (not part of the article)

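RNA from BXPC-3 cells was measured in 6 samples, 3 transfected with si-LINC01133 1# and 3 with si-NC, 48 h after transfection. The authors deposited a table with an estimated count per gene and sample for 15724 genes, and in each sample 49.2% to 50.3% of the values were whole numbers to within 1e-06. The submitters' processing notes name Bowtie, Bowtie2 and GRCh38, and the counting program, the annotation and the use of strand are not given in the sources used here. Reads of near-identical paralogs, overlapping genes and antisense pairs could not be told apart from these values. The authors' deposited table also gives a log2 fold change, a p-value and a q-value for each gene, from a test that the sources used here do not name. A second log2 column under the same header holds values that do not belong to the genes beside them and was not used. Over the genes tested here the authors' deposited log2 fold changes correlated with those computed here at 0.99959 (Pearson, across genes, which are not independent replicates).
The counts were rounded, filtered with filterByExpr at a minimum count of 10, normalized by TMM (factors from 0.948 to 1.04) and compared with edgeR's quasi-likelihood F test with robust dispersion, Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change is the log2 fold change over the square root of F. CPM (counts scaled to a common total) were normalized by TMM, with totals of 18452262 to 19704738 per sample. Within groups, si-LINC01133 replicates 2 and 3 differed by 2.14 times the sampling variance of their counts, where 1 would be sampling alone. The other pairs differed by 10.3 to 18.9 times. Runs without si-LINC01133 replicate 1 rest on that closest pair, so their p-values may overstate the evidence. The groups share replicate numbers, but the deviations of same-numbered samples from their group means correlated at 0.17, 0.12 and -0.01 across genes, and the numbers were not taken as pairs. On simulated data of the same size, 67.2% of 67 genes changed 1.5-fold, 94% of 67 changed 2-fold and 98.5% of 66 changed 4-fold were recovered, and 15 unchanged genes of 13720 tested were called. The simulation changed far fewer genes than were called in the data, varied genes independently and set no sample between the groups. With 1 list shifted in simulated data, 3 lists were called.
The test, the alternatives, the 38 gene lists and the rule for named genes were set before the data were examined. Of the lists, 37 had at least 5 tested members. They were compared with all other genes by camera, and also by camera with an estimated correlation, by fry, which tests each list on its own, and by fgsea with 10000 permutations on the signal-to-noise ranking. That ranking is the difference of the group means of log2 CPM over the sum of the group SDs. Each SD was held to at least a fixed share of the size of its mean, so highly expressed genes get smaller scores. The genes named are every gene the paper names for BXPC-3 or its qRT-PCR, the 12 with the largest change in each direction among genes past the threshold whose groups do not overlap and whose higher group has a mean of at least 50 counts, and of each list up to 4 members past the threshold with the smallest adjusted p or, where fewer than 2 passed, up to 2 further members with the highest level. TAGLN2 lies outside this rule. Not all genes that the rule names are named in the text.
The alternatives were DESeq2, limma-voom, median-of-ratios and upper-quartile scaling, no filter and a mean of at least 50 counts, the replicate number as a block, leaving out each sample, and other thresholds and set tests. The authors' deposited p-values over the genes tested here, genes above 0 in every sample, the threshold of a log2 fold change over 2 with an adjusted p under 0.05 and the counts of list members without si-LINC01133 replicate 1 were chosen after seeing the data. A pseudocount did not apply to counts. Coordinates and primer sites are from GENCODE release 29. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Python 3.11.15.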

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

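The tests of si-LINC01133 replicate 1 and of siRNA sensing were chosen only after the result was seen, and the test of admixture was widened from interferon-stimulated genes to all changed genes after those values were seen.
Among interferon-stimulated genes, which the paper does not discuss, more were higher than lower after knockdown. Of 59 tested, 21 were higher, 4 were lower and 34 did not pass the test, with the same counts when adjusted over the list alone (adjusted p = 3.15e-09 from camera, adjusted p = 0.472 with an estimated correlation). IFIT2, an interferon-induced RNA-binding protein, rose from 70.3 ± 7.48 to 176 ± 6.68 CPM (SD, n = 3 each), a log2 fold change of 1.32 (standard error 0.0835, adjusted p = 9.5e-05 from edgeR), and OASL and ISG20 had log2 fold changes of 1.05 and 1.66.
Higher counts of long or GC-rich genes as the cause of the interferon pattern are argued against, since the list's mean log2 fold change of 0.296 (median 0.149) lies above -0.129 to 0.0589, the middle 95% of 10000 lists matched on length, GC content and level. Sensing of the siRNA by the cells apart from the loss of LINC01133 cannot be told apart from an effect of the loss, because 1 siRNA was sequenced. In si-LINC01133 replicate 1 the 6 interferon-stimulated genes at least 2-fold higher in the other si-LINC01133 samples stood at a median of 92.6% of that change in linear CPM. The other 335 genes that rose stood at 54.0%. Sensing may give this, as may a fuller response of the interferon-stimulated genes to a smaller loss.
In si-LINC01133 replicate 1 most changes were smaller than in replicates 2 and 3. Lower depth is argued against, since its total was 98.5% of the lower of the other totals, and with those thinned to its total it lay 20.7 from the nearer of them on the first principal component. Admixture of si-NC cells or RNA as the whole cause would put all genes near 1 share of their change in linear CPM. The median share was 70.3% for genes that fell and 54.3% for genes that rose, 16 percentage points apart (10000 relabellings of the genes gave -3.51 to 3.84). By the first form of that test, the 92.6% of the interferon-stimulated genes lay above the 35.1% to 74.8% of random lists of the other genes. Both ranges treat genes as independent, while genes of 1 sample can vary together. Admixture is therefore left undecided. A weaker or later loss of LINC01133 in that sample may be a biological explanation and cannot be told apart from others, because 0 genes of the table are LINC01133. The authors describe a qRT-PCR check of the knockdown on part of the lysate, but the sources used here give no value per sample.
By flow cytometry the paper reports an S phase arrest of BXPC-3 cells after knockdown, but it does not discuss the RNA of S phase genes. Of 40 tested S phase and G1/S genes, 19 were higher and 21 did not pass the test (20 higher when adjusted over the list alone, adjusted p = 2.39e-06 from camera, adjusted p = 0.565 with an estimated correlation, adjusted p = 0.0605 from fgsea, 7.44e-08 to 0.565 over all alternatives). The log2 fold changes were 1.05 for E2F2, an S phase transcription factor, and 0.87 for MCM10, a replication factor. Of 25 tested AP-1 and immediate early genes, outside those the paper discusses apart from JUN, 8 were higher and 1 was lower, with the same counts when adjusted over the list alone (adjusted p = 0.0266 from camera, adjusted p = 0.611 with an estimated correlation). KLF4 had a log2 fold change of 1.18 and ATF3 of 0.97, and the set's call ended without si-NC replicate 2 (adjusted p = 0.371 from camera, 0.00256 to 0.611 over all alternatives), si-NC replicate 3 (0.126) or si-LINC01133 replicate 2 (0.0501), and with limma-voom (0.0842), the stricter filter (0.0554), the replicate block (0.0728), fry (0.154) and fgsea (0.229).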

How the results depend on the processing

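The threshold of a log2 fold change over 2 with an adjusted p under 0.05, the authors' deposited p-values and the filter on genes above 0 in every sample were chosen only after the result was seen. The count of 4552 changed genes lay between 4206 (DESeq2) and 5122 (replicate block) over the other tests, scalings and filters set in advance, and was 4157 with the authors' deposited p-values over the genes tested here. It was 2278 at an adjusted p under 0.01 and 84 with a log2 fold change over 2 and an unadjusted or an adjusted p under 0.05. The 661 genes changed at least 2-fold became 391 (161 higher, 230 lower) with the stricter filter, which tests fewer genes, and 37 when tested against 2-fold. When 1 sample was left out, 2478 to 4864 genes changed (1024 to 2222 higher, 1454 to 2642 lower), 487 to 934 at least 2-fold (233 to 357 higher, 251 to 577 lower), the lowest totals without si-LINC01133 replicate 2 and the highest without replicate 1. The 15 lists past the threshold became 0 with an estimated correlation, 23 with fry, 5 with fgsea (which ended 11 of the 15 calls) and 14 to 18 when 1 sample was left out. The EMT genes list had an adjusted p of 0.0615 to 0.928 from camera when 1 sample was left out. Its set test turned up without si-LINC01133 replicate 1, although 37 members were higher and 47 lower in that run, counts chosen after the result was seen. Directions also turned, by adjusted p, for epithelial junction and identity genes with DESeq2 (0.972), limma-voom (0.857), the stricter filter (0.945), the replicate block (0.872), fry (0.915) and without si-NC replicate 2 (0.862) or 3 (0.869), for unfolded protein and integrated stress response genes (0.965) and genes around LINC01133 at 1q23.2 (0.965) with limma-voom, for keratins with the stricter filter (0.784), and for the 10 genes the paper took to qRT-PCR, which hold both directions, with the replicate block (7.22e-06). With fgsea they turned for p53 target genes (0.850), Arp2/3 genes (0.682), WNT/beta-catenin genes (0.920), leukocyte markers (0.680), the qRT-PCR genes (0.580) and the other genes the paper names for BXPC-3 (0.682). They also turned without si-NC replicate 1 for insulin-like growth factor genes (0.225), EMT transcription factors (0.969), G2/M genes (0.876) and unfolded protein genes (0.878), without si-NC replicate 3 for EMT transcription factors (0.921) and G2/M genes (0.752), and without si-LINC01133 replicate 1 for G2/M genes (0.928), unfolded protein genes (0.972) and the qRT-PCR genes (0.632). Over all runs with 1 sample left out, turned or not, the adjusted p was 0.599 to 0.934 for the epithelial junction list, 0.408 to 0.969 for EMT transcription factors, 0.225 to 0.813 for insulin-like growth factor genes, 0.260 to 0.928 for G2/M genes, 0.708 to 0.972 for unfolded protein genes and 0.00737 to 0.632 for the qRT-PCR genes. The log2 fold change of MKI67 turned to 0.0207 with upper-quartile scaling and lay between -0.0400 and 0.0234 with samples left out, and that of VIM between -0.0256 and 0.246. The causes were not tested. All 10 qRT-PCR genes passed in each alternative run for them. In simulated data 67.2% of 1.5-fold changes were recovered. Far fewer genes were changed there than were called here, which makes the adjusted threshold stricter, so the share may differ in this comparison.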

Differences from the paper's values

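The threshold of a log2 fold change over 2 with an adjusted p under 0.05 was chosen only after the result was seen. The paper's count of differentially expressed genes is 108, and its text does not name the threshold for this list. Here 4552 genes were called at an adjusted p under 0.05. Of the alternatives set before the data were examined, a log2 fold change over 2 in size with an unadjusted p under 0.05, the threshold that the paper states for its microarray and TCGA comparisons, gave 84 genes, within 1.5 times the paper's count. The others did not: DESeq2 gave 4206, limma-voom 4556, median-of-ratios scaling 4541, upper-quartile scaling 4632, no filter 4499, the stricter filter 4286, the replicate block 5122, an adjusted p under 0.01 2278, and leaving out 1 sample 2478 to 4864. The same fold change with an adjusted p under 0.05, chosen after seeing the values, also gave 84 and dropped 0 of the 10 genes that the paper took to qRT-PCR. In the authors' deposited table, 100 genes have a q-value under 0.05 and a log2 fold change over 2 in size, and 123 have a p-value under 0.05 and such a fold change.
The paper states that the genes taken to qRT-PCR had the highest log2 fold change scores. Here all 10 had a log2 fold change over 2 in size, 2 of them were among the 10 largest by size of the called genes, and 3 were among the 10 largest of those with a mean of at least 50 counts in the higher group. SPP1 ranked 1 among the genes that fell and 21 by size in both directions. By qRT-PCR the paper reports lower SPP1, LOXL4 and ALDH3A1 in both ASPC-1 and BXPC-3. For the others of the 10 it reports no significant difference in 1 or both cell lines. Genes at 0 in any si-LINC01133 sample are absent from the deposited values and lie outside these ranks.
The paper states that its differentially expressed genes were enriched in the EMT pathway. Its western blots of EMT marker proteins after changes of LINC01133 and SPP1 are separate evidence that was not tested here. The EMT list used here, which is not the hallmark set, was not past camera, fgsea or fry's test of movement in 1 direction (adjusted p = 0.198), while fry's test of change in either direction gave an adjusted p of 0.000899. That test was past 0.05 for each of the 37 lists (adjusted p = 0.00034 to 0.0112 from fry), so it does not set the EMT list apart.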

Other observations

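The counts of list members without si-LINC01133 replicate 1 were chosen only after the result was seen. More genes of aldehyde, redox and sterol metabolism were lower than higher after LINC01133 knockdown. Of 18 tested aldehyde dehydrogenases, 1 was higher and 14 were lower, with the same counts when adjusted over the list alone (adjusted p = 1.6e-08 from camera, adjusted p = 0.204 with an estimated correlation), and ALDH3A1 among them was picked by the paper from these samples. ALDH7A1, an enzyme of lysine breakdown, had a log2 fold change of -1.15 and ALDH1L1, of folate metabolism, of -0.88. Of 30 tested NRF2 target genes, 2 were higher and 20 were lower (2 and 21 when adjusted over the list alone, adjusted p = 6.05e-09 from camera, adjusted p = 0.296 with an estimated correlation, adjusted p = 0.418 from fgsea, 2.02e-14 to 0.418 over all alternatives). Transketolase (TKT) fell from 860.1 ± 48.4 to 386 ± 38.0 CPM (SD, n = 3 each), while heme oxygenase 1 (HMOX1) had a log2 fold change of 1.13. Of 25 tested cholesterol synthesis genes, 16 were lower and 9 did not pass the test (17 lower when adjusted over the list alone, adjusted p = 9.73e-07 from camera, adjusted p = 0.472 with an estimated correlation, and 13 lower without si-LINC01133 replicate 1). FDFT1, squalene synthase, had a log2 fold change of -0.76.
Of 24 tested genes of classical PDAC, 3 were higher and 14 were lower (4 and 16 when adjusted over the list alone, adjusted p = 0.00117 from camera, adjusted p = 0.296 with an estimated correlation, adjusted p = 0.305 from fgsea, 0.000861 to 0.305 over all alternatives, and 2 and 15 of 25 tested without si-LINC01133 replicate 1), with log2 fold changes of -0.50 for GATA6 and -0.60 for FOXA1, transcription factors of endoderm identity, and the mucin MUC13 rose from 4.80 ± 1.14 to 27.2 ± 5.07 CPM (SD, n = 3 each). Of 28 tested basal-like PDAC and squamous genes, 5 were higher and 12 were lower, with the same counts when adjusted over the list alone (adjusted p = 0.411 from camera). Of 21 tested keratins, 7 were higher and 6 were lower, with the same counts when adjusted over the list alone (adjusted p = 0.424 from camera), and the list was past the threshold, upwards, with fgsea (adjusted p = 0.00035, 0.00035 to 0.860 over all alternatives). KRT6B, whose reads are not told apart from those of other KRT6 genes, had a log2 fold change of 2.27 and KRT13 of -1.01. Of 5 tested lysyl oxidases, LOXL2 and LOXL4, both picked by the paper from these samples, were lower and 3 did not pass the test (2 lower when adjusted over the list alone, adjusted p = 0.00116 from camera, adjusted p = 0.204 with an estimated correlation, adjusted p = 0.102 from fgsea, 0.000114 to 0.204 over all alternatives). Markers of fibroblasts (adjusted p = 0.697 from camera), leukocytes (0.883) and endothelial cells (0.643) were not past the set test, and of these the endothelial list was past fry's (adjusted p = 0.0436, downwards, 0.0436 to 0.727 over all alternatives).
The paper reports an arrest of BXPC-3 cells in S phase by flow cytometry. It also reports more apoptosis in knockdown cells, which the legend of Fig. 2I gives for ASPC-1, while the RNA here is from BXPC-3. Of 40 tested S phase and G1/S genes, 19 were higher and 0 were lower (adjusted p = 2.39e-06 from camera, adjusted p = 0.565 with an estimated correlation, adjusted p = 0.0605 from fgsea, 7.44e-08 to 0.565 over all alternatives). Of 40 tested G2/M genes, 5 were higher and 7 were lower, with the same counts when adjusted over the list alone (adjusted p = 0.883 from camera, direction down, with a median log2 fold change of 0.01). MKI67, a marker of proliferating cells, was at 418 ± 17.1 CPM in si-NC and 418 ± 15.8 in si-LINC01133 (SD, n = 3 each). That is RNA in cultured cells, while the paper reports lower Ki-67 protein staining in si-LINC01133 xenografts of BXPC-3 cells. The paper also reports less proliferation of PDAC cells after knockdown in CCK-8, EdU and colony assays. Of 27 tested p53 target genes, 7 were higher and 5 were lower (8 and 5 when adjusted over the list alone, adjusted p = 0.411 from camera, direction up, with a median log2 fold change of -0.05), and of 36 tested apoptosis regulators 10 and 4, with the same counts when adjusted over the list alone (adjusted p = 0.102 from camera). Both lists were past the threshold, upwards, with fry, which does not compare a list with other genes (adjusted p = 0.0106, 0.0106 to 0.850 over all alternatives, and 0.0137, 0.0137 to 0.599). CDKN1A, an inhibitor of cyclin-dependent kinases, had a log2 fold change of 0.97 and PMAIP1, which promotes apoptosis, of 1.74.
ACTR3, which encodes Arp3, had a log2 fold change of 0.08 (standard error 0.0794, adjusted p = 0.441 from edgeR). CTNNB1, which encodes beta-catenin, had -0.18 (standard error 0.0665, adjusted p = 0.0669 from edgeR), and passed with the stricter filter (adjusted p = 0.0499, 0.0499 to 0.203 over all alternatives). JUN had a log2 fold change of 0.85 (standard error 0.218, adjusted p = 0.0222 from edgeR), a call that ended with the replicate block (adjusted p = 0.140, 0.00601 to 0.140 over all alternatives) and without si-NC replicate 2 (0.0838), si-NC replicate 3 (0.0546), si-LINC01133 replicate 2 (0.0843) or si-LINC01133 replicate 3 (0.0737). Of 23 tested genes of the Arp2/3 complex and its activators, 1 was higher and 7 were lower (2 and 7 when adjusted over the list alone, adjusted p = 0.380 from camera, 0.0177 from fry, downwards, 0.0177 to 0.682 over all alternatives), with log2 fold changes of -0.88 for ARPC1B and -0.52 for WASF2.
The 6 samples split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 4552 changed genes, 661 changed at least 2-fold and 15 lists, and for each of these 1 of the 10 splits, the real one, gave a result as large. The highest of the other splits was 0, 0 and 13, by edgeR and camera, with at most 1091 genes at an unadjusted p under 0.05 against 6078. For the EMT list the real p was 0.249, 7 of 10 splits gave a p as small, and the smallest of the others was 9.3e-06. Each of the other splits puts samples of both groups on each side, so the difference between the groups adds to the spread within sides. Part of that difference also remains between the sides. The values of the other splits are therefore not levels expected by chance, and no conclusion is drawn from them.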
